A study of Mus musculus with 12 samples. Its data were reported in "Crosstalk between Regnase-1 and -3 shapes mast cell survival and cytokine expression" (2024).

How the data were processed

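Bone marrow-derived mast cells (BMMCs), mast cells grown from mouse bone marrow precursors, came from 3 mice. Cells of each mouse were transfected with siGLO control siRNA, an siRNA mixture named si12A against Zc3h12a (encoding Regnase-1), si12C against Zc3h12c (encoding Regnase-3), or both (si12A+C), which gave 4 groups of 3 samples. All 12 samples were stimulated with IgE and antigen for 2 h, 48 h after transfection, and 50 ng of RNA per sample was measured on a NanoString nCounter panel of myeloid innate immunity genes. In this assay a colour-coded probe is counted for each transcript molecule it binds, without amplification.

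The authors deposited raw probe counts, with no scaling or background subtraction seen in the values, for 734 endogenous probes, 20 reference gene probes, 8 negative control probes and 6 positive control probes. The authors also deposited a table of log2 values for 325 probes, 310 endogenous and 15 of reference genes. The paper gives the same total as the transcripts expressed by mast cells. Set against the counts, that table held log2 of CPM plus 1 over the listed probes, with nearly all of the difference between mice removed: the SD of mouse means was 0.0110 in it and 0.420 in the raw counts on the same scale. The settings used for that step are not given in the sources used here. Its column medians ran from 8.41 to 8.62, and it served only as an alternative. The methods name the nSolver software and the Omics Playground platform for the study's own analysis.

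A probe was tested when its count passed the mean plus 2 SD of the negative controls of the same library in at least 3 samples. This kept 476 endogenous probes, and with the 20 reference genes 496 probes were tested. Counts were fitted with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F test, TMM scaling, all 12 samples, 1 coefficient per group), and p-values were adjusted by the Benjamini-Hochberg method within each of 7 comparisons. A gene was called at an adjusted p of at most 0.05 with a log2 fold change beyond 0.5 in either direction. This fit has no term for the mouse, since the methods name none for the assay. The same fit with the mouse as a block was planned as its alternative. All log2 fold changes below are from edgeR, with a standard error (SE) derived from its test. This SE is the absolute log2 fold change divided by the square root of the F statistic. Adjusted p-values are from edgeR's quasi-likelihood test unless another tool is named. Both fits, their comparisons, the gene lists and the rule for named genes were chosen before the data were examined. The list tests in si12A against si12C were not part of that plan.

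The replicate number pairs the samples, and equal numbers are taken here to stand for cells of 1 mouse. The sample titles and count headers give this number but do not themselves name a mouse. In the counts, the deviations from the group means correlated between 0.137 and 0.859 over the 18 pairs of libraries from the same mouse, and 12 of 12 libraries correlated best with a library of their own mouse. Over the 36 pairs from different mice the range was -0.745 to 0.630, so both ranges overlap. For example, siGLO of mouse 1 correlated at 0.137 with si12A+C of mouse 1 and at 0.586 with si12A+C of mouse 3. The counts thus separate mouse 1 from mouse 3 less clearly, and their pairing rests on the labels. No replicate pair matched within sampling noise, since the chi-square per degree of freedom over probes was at least 15.0.

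Gene lists were tested with camera (limma 3.58.1, preset inter-gene correlation 0.01), with a correlation estimated from the data beside it. Fry, planned beside camera, tests a list without setting it against the other genes. It is given for the lists that camera called against siGLO with the block. Lists with under 3 tested members had no test. The lists were cytokines and growth factors, chemokines, NF-kB signalling and feedback, early activation genes, mast cell identity and granule genes, cell cycle, survival and apoptosis, interferon response, MHC genes, lipid metabolism, known Regnase-1 targets, genes the study named, reference genes, and markers of macrophages and monocytes, neutrophils, eosinophils, dendritic cells and lymphocytes. The genes the study named were chosen by it on these samples and are not independent evidence. The list of known Regnase-1 targets shares Il1b, Il2, Il6 and Nfkbiz with them, so it is in large part no separate evidence.

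The named genes were Tnf, Il1b, Il2, Nfkbiz, Il6 and Il13 in every comparison, 8 mast cell genes in the comparisons against siGLO, up to 10 called genes with the largest rise and 10 with the largest fall in each of those (5 and 5 in the others) that moved the same way in the 3 mice with a mean scaled count of at least 20 in the higher group, and up to 4 called members per list. The fit without the block called no gene, so the parts of this rule that need a call were applied to the fit with the block, a choice made after the absence of calls was seen. Probe symbols were set against a RefSeq gene table of assembly GRCm38.p6, which matched 741 of 754 accessions, 8 of them under a newer symbol (2810417H13Rik is now Pclaf). The symbols of the deposited table were kept, and no coordinates were used, since no genome build is named for the panel.

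Library totals ran from 439015 to 795758 counts, and the 10 most abundant probes took 55.8% to 59.4% of them. The most concentrated positive control ranged from 6041 to 17094 counts. The background per library, the mean plus 2 SD of its negative controls, was 15.3 to 25.9 counts, and genes within that range are measured least precisely. Tested on simulated data drawn from the real means, mouse effects and spread, with 200 of 496 genes changed between si12A and siGLO in 20 simulations, the fit without the block recovered 4.1% of 1.5-fold and 32.2% of 2-fold changes, and the blocked fit 48.4% and 88.6%. Wrong calls among unchanged genes were 0% and 0.726%. The Benjamini-Hochberg adjustment is more lenient with so many changed genes, and the real comparisons called at most 30, so recovery in them may be lower.

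The alternatives were scaling on the 20 reference genes or the positive controls, DESeq2 1.42.0, limma-trend (prior count 2), no filter, a mean count of at least 50, background subtraction, only the 6 samples compared, no fold minimum, unadjusted p, leaving out each mouse or library, and the deposited log2 table. After seeing the data, the blocked fit under each of these was added, as were scaling on the 14 reference genes with a mean count of at least 50, counts thinned to the lowest total, and regroupings within mice. Zc3h12a and Zc3h12c have no probe in the counts used here, so the depletion itself was not checked in these libraries. The paper reported effective depletion of both, as mRNA and protein, with its siRNAs. It also reported more Regnase-1 after depletion of Regnase-3, and states that such cross-regulation complicates the reading of either knockdown. Effects of si12C below may thus include those of raised Regnase-1, which was not tested here. Some genes that the rule names are not reported here.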

Results

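The expression of immune transcripts was measured in activated BMMCs in which Regnase-1, Regnase-3 or both had been targeted by siRNAs, to ask which transcripts each RNA-binding protein restrains. The 4 groups (siGLO, si12A, si12C and si12A+C) held 3 samples each, 1 per mouse. Mean totals were 566585 ± 122987 counts (SD, n = 3) for siGLO, 740933 ± 49170 for si12A, 632478 ± 100481 for si12C and 643936 ± 121361 for si12A+C. Of 734 endogenous transcripts, 476 passed the background. Activated mast cell transcripts were abundant in the control cells, with 33658 ± 3097 scaled counts of Fcer1a, the alpha chain of the IgE receptor, and 5280 ± 3568 of Tnf (SD, n = 3).

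Cells of the 3 mice differed in most of the genes tested. At an adjusted p of at most 0.05, 286 of 496 genes (57.7%) differed between mice. Without a term for the mouse, edgeR's test called 0 genes in each of the 7 comparisons, and the smallest adjusted p was 0.293, for si12A+C against siGLO. At an unadjusted p under 0.05, with no fold minimum, that fit counted 38 genes for si12A, 2 for si12C and 33 for si12A+C against siGLO. The rises and falls below are those called with the mouse as a block, and each of them was lost without it.

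Depletion of Regnase-1 alone raised Tnf, the early activation genes Btg2, Dusp1 and Nr4a2, and the signal transducers Stat5a and Stat6, and lowered Tspan8, Cx3cr1 and genes of the cell cycle. With the mouse as a block 9 genes rose and 18 fell in si12A against siGLO. Btg2, an antiproliferative early response gene, rose by 0.94 ± 0.20 on the log2 scale (SE, adjusted p = 0.0157), from 158 ± 36.5 to 311 ± 68.5 scaled counts (SD, n = 3), and it was higher in 3 of 3 mice. Tnf rose by 0.72 ± 0.15 (adjusted p = 0.0157). Stat5a rose by 0.78 ± 0.14 and Dusp1, a phosphatase that acts on MAP kinases, by 0.77 ± 0.13, with adjusted p of 0.00814 and 0.00724. Cnn2, Nr4a2, Stat6 and Rab20 rose by 0.53 to 0.61. The known Regnase-1 targets Il2 and Nfkbiz had log2 fold changes of 0.88 ± 0.26 and 0.62 ± 0.19 and did not pass the test (adjusted p = 0.0543 and 0.0633), though both were higher in 3 of 3 mice. Il1b at 0.35 ± 0.18, Il6 at 0.25 ± 0.12 and Il13 at 0.01 ± 0.10 did not pass either.

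**Figure D1:**
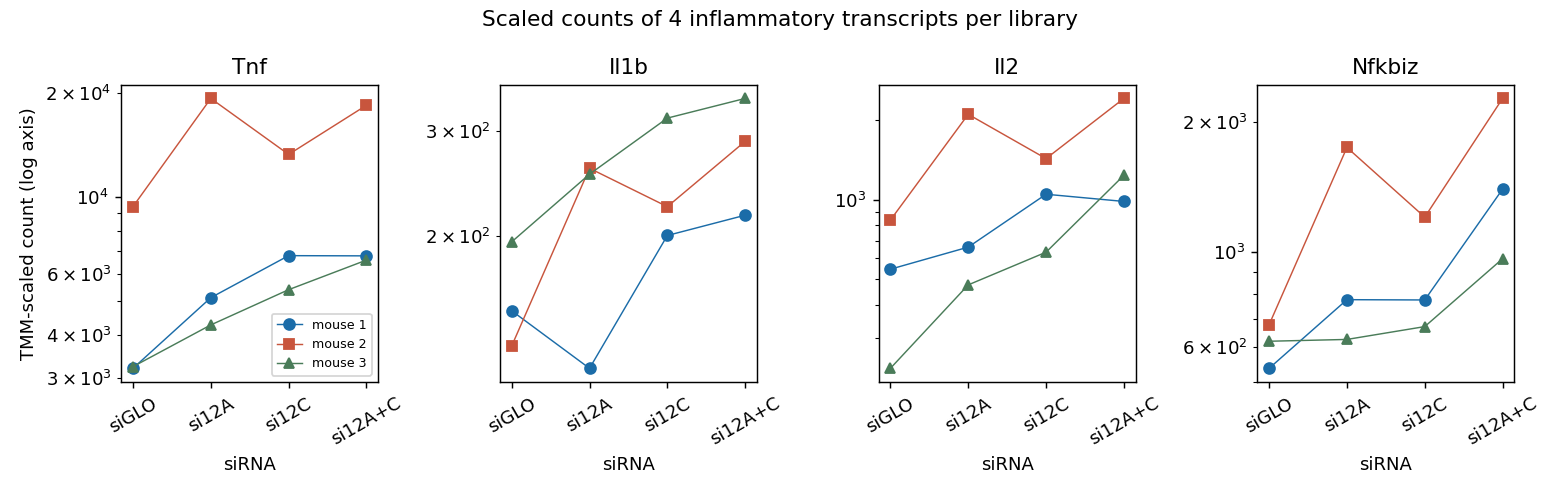
TMM-scaled counts (log axis, 1 range per panel) of Tnf, Il1b, Il2 and Nfkbiz in each of the 12 libraries, by siRNA, with libraries of the same mouse joined by a line. Tnf in mouse 2 stands above both other mice in each group, and within each mouse it is lowest with siGLO.

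Among the genes that fell with si12A, Tspan8, which encodes a tetraspanin, changed with the smallest adjusted p. It fell by 1.83 ± 0.18 on the log2 scale (adjusted p = 8.57e-05), from 131 ± 104 to 34.5 ± 21.7 scaled counts (SD, n = 3), and was lower in 3 of 3 mice. Rasal1 fell by 1.99 ± 0.52, Gpr183 fell by 1.85 ± 0.47, Ptprb fell by 1.34 ± 0.36 and Abcc8 fell by 1.32 ± 0.34, with adjusted p from 0.0426 to 0.0465. Their means in si12A lay within or under the range of the background, with 10.4 scaled counts for Gpr183, 16.8 for Abcc8 and 18.2 for Ptprb. Cx3cr1, a chemokine receptor of monocytes, fell by 0.85 ± 0.18 (adjusted p = 0.0180), and Crabp2 by 0.81 ± 0.12. Fasn, the fatty acid synthase, fell by 0.65 ± 0.12 as the only called gene among 10 of the lipid metabolism list. Ppia, a reference gene, fell by 0.53 ± 0.12 (adjusted p = 0.0205).

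Of the 8 tested genes of the cell cycle list, 5 fell with si12A and 0 rose. Top2a, the topoisomerase of dividing cells, fell by 0.71 ± 0.13, Cdc20 by 0.66 ± 0.15 and Ccnb2, cyclin B2, by 0.58 ± 0.15. The list as a whole was lower (camera, median -0.62, adjusted p = 4.16e-05, and adjusted p = 0.134 with an estimated correlation). Adjusted over the list alone, 6 members fell. The early activation list was higher (median 0.31, 3 of 25 called, 5 adjusted over the list alone, adjusted p = 0.000387, and adjusted p = 0.353 with an estimated correlation), as was the NF-kB list (median 0.28, 0 of 18 called, 1 adjusted over the list alone, adjusted p = 0.00767, and adjusted p = 0.353 with an estimated correlation). Known Regnase-1 targets (median 0.32, 0 of 6 called, 2 adjusted over the list alone) had an adjusted p of 0.0144, and the genes the study named (median 0.49, 1 of 6 called, 3 adjusted over the list alone) of 0.00767, both at an adjusted p of 0.353 with an estimated correlation. Markers of macrophages and monocytes were lower beside these groups (median -0.59, 1 of 7 called, 3 adjusted over the list alone, adjusted p = 0.0157, and adjusted p = 0.353 with an estimated correlation). By fry the cell cycle list (adjusted p = 0.00196) and the macrophage and monocyte markers (0.0498) passed. The NF-kB, early activation and known target lists and the genes the study named did not (fry adjusted p = 0.0559 to 0.0761). Mast cell identity and granule genes had 0 of 20 called, with log2 fold changes of 0.11 ± 0.13 for Kit, -0.06 ± 0.08 for Fcer1a, 0.30 ± 0.11 for Ms4a2, -0.12 ± 0.12 for Cpa3, 0.21 ± 0.12 for Hdc, -0.24 ± 0.08 for Cma1, 0.02 ± 0.18 for Tpsb2 and 0.25 ± 0.12 for Gata2. These counts depend on the scaling: 0 rose and 95 fell when scaled on the positive controls, which were higher in si12A than in siGLO in each mouse, 0 and 1 on all reference genes, and 62 and 7 on the well-detected ones. Without mouse 1, 32 rose and 39 fell, without mouse 2 4 and 4, and without mouse 3 1 and 1. Single libraries left out in turn gave 9 and 12, 4 and 5, and 5 and 4 for si12A of mice 1, 2 and 3, and 13 and 24, 2 and 5, and 11 and 8 for siGLO.

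Depletion of Regnase-3 alone raised Ier3 and Tnf and lowered 0 genes at the thresholds, also by DESeq2 and limma-trend. At an unadjusted p, with the block and the same fold minimum, edgeR counted 3 lower. Ier3, an early response gene and a known Regnase-1 target, rose by 0.65 ± 0.11 (adjusted p = 0.0290), from 4676 ± 1091 to 7347 ± 1952 scaled counts (SD, n = 3). Ier3 was not called in si12A or si12A+C against siGLO, so its rise was not called where both proteins were targeted. Tnf rose by 0.79 ± 0.15 (adjusted p = 0.0459). Both were higher in 3 of 3 mice. Il2 at 1.03 ± 0.26, Il1b at 0.61 ± 0.18 and Nfkbiz at 0.46 ± 0.19 were also higher in 3 of 3 mice and did not pass the test (adjusted p = 0.15, 0.275 and 0.680). Il6 at 0.05 ± 0.12 and Il13 at -0.05 ± 0.10 were near 0. Kit, Fcer1a, Ms4a2, Cpa3, Hdc, Cma1, Tpsb2 and Gata2 were between -0.17 and 0.11.

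Known Regnase-1 targets were higher with si12C (median 0.53, 1 of 6 called, 3 adjusted over the list alone, camera adjusted p = 5.74e-10, and adjusted p = 0.0736 with an estimated correlation). This list shares Il1b, Il2, Il6 and Nfkbiz with the genes the study named, so both list results rest largely on the same genes. The genes the study named had a median of 0.53, with 1 of 6 called and 3 adjusted over the list alone (adjusted p = 4.25e-07, and adjusted p = 0.139 with an estimated correlation), and cytokines and growth factors a median of 0.05, with 1 of 27 called and 3 adjusted over the list alone (adjusted p = 0.0124, and adjusted p = 0.581 with an estimated correlation). By fry none of these lists passed, with adjusted p of 0.140 for known targets, 0.198 for the genes the study named and 0.514 for cytokines. Without the block the cytokine list did not pass by camera. The cell cycle list had a median of -0.09 and did not pass (adjusted p = 0.258). The count of rises was 5 without mouse 1, 0 without mouse 3, without si12C of mouse 1 or 3 or without any of the siGLO libraries, 1 when scaled on the positive controls or on all reference genes, and 0 on the well-detected ones.

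Depletion of both proteins raised Il2, Nfkbiz, Stat5a, Tnf, Il1a and Il1b. With the mouse as a block 17 genes rose and 13 fell in si12A+C against siGLO. Il2 rose by 1.60 ± 0.26 (adjusted p = 0.00303), from 538 ± 304 to 1545 ± 762 scaled counts (SD, n = 3), and Nfkbiz, which encodes an inducible NF-kB cofactor, by 1.23 ± 0.19 (adjusted p = 0.00303). Stat5a rose by 1.12 ± 0.14 and Tnf by 1.03 ± 0.15, with adjusted p of 0.000753 and 0.00246. Il1a and Il1b rose by 0.90 ± 0.20 and 0.80 ± 0.18. The chemokine Ccl17, Btg2, Pdzk1ip1, Sesn1 and Rgs1 rose by 0.59 to 0.83, and so did the NF-kB pathway genes Traf1 (0.76 ± 0.19) and Map3k14 (0.76 ± 0.20). Il6 at 0.36 ± 0.12 and Il13 at 0.13 ± 0.10 did not pass (adjusted p = 0.0938 and 0.516). Of the mast cell genes named, none was called, and their log2 fold changes lay between -0.24 for Kit and 0.16 for Hdc.

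**Figure D2:**
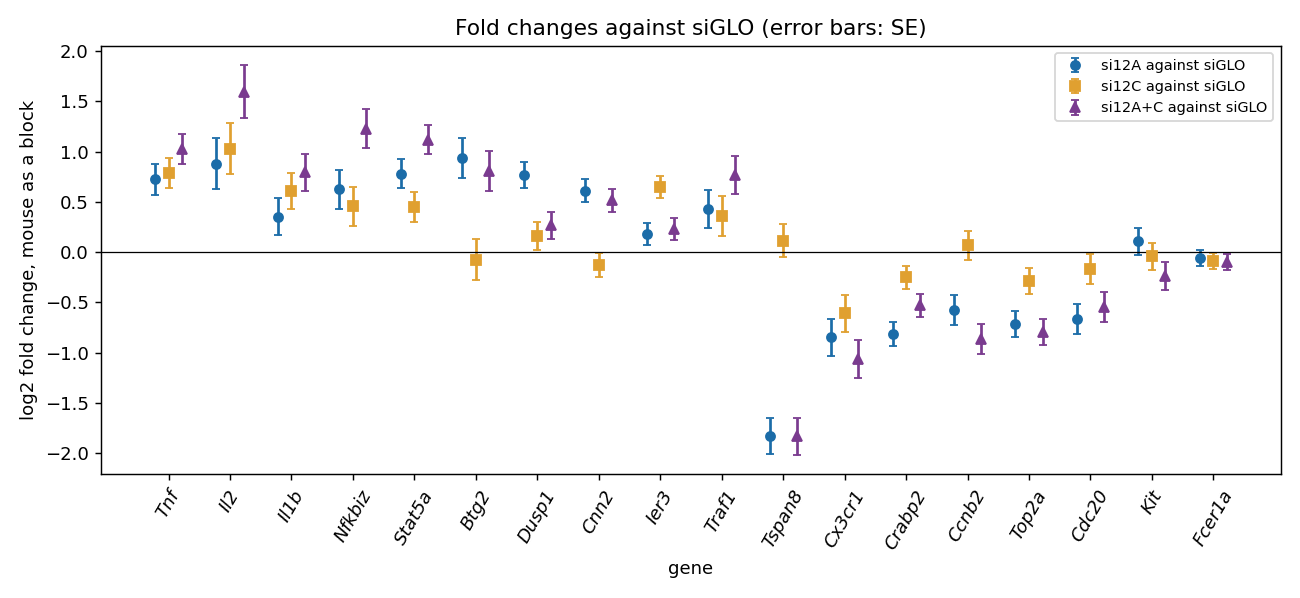
Log2 fold changes of named genes against siGLO, with the mouse as a block (points, error bars of 1 SE, n = 3 mice), for si12A, si12C and si12A+C. Tspan8 lies at -1.83 in both groups that received the Zc3h12a siRNA, while Kit and Fcer1a lie between -0.24 and 0.11.

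Tspan8 fell by 1.83 ± 0.19 in si12A+C (adjusted p = 0.000112), and Serpinb2 by 1.25 ± 0.28 to 18.0 ± 1.86 scaled counts, near background. Cx3cr1 fell by 1.06 ± 0.19 and Fcgr3, an Fc receptor for IgG, by 0.58 ± 0.16. Tubb5, a reference gene that encodes a tubulin, fell by 0.80 ± 0.15. Of the 8 cell cycle genes, 5 fell and 0 rose, among them Ccnb2 by 0.86 ± 0.15, Top2a by 0.80 ± 0.13, 2810417H13Rik (now Pclaf, a factor bound to the replication clamp) by 0.70 ± 0.14 and Cdc20 by 0.55 ± 0.15. The list was lower (median -0.68, 6 lower adjusted over the list alone, adjusted p = 7.16e-07, and adjusted p = 0.0741 with an estimated correlation). NF-kB genes were higher (median 0.18, 3 of 18 called, 3 adjusted over the list alone, adjusted p = 0.0102, and adjusted p = 0.386 with an estimated correlation). So were known Regnase-1 targets (median 0.58, 3 of 6 called, 3 adjusted over the list alone, adjusted p = 1.89e-06, and adjusted p = 0.0819 with an estimated correlation) and the genes the study named (median 0.91, 4 of 6 called, 4 adjusted over the list alone, adjusted p = 6.64e-09, and adjusted p = 0.0741 with an estimated correlation). By fry the cell cycle list (adjusted p = 0.00194), known targets (0.0150) and the genes the study named (0.0108) passed, and the NF-kB list did not (0.0547). Macrophage and monocyte markers had a median of -0.05, with 1 of 7 called (camera adjusted p = 0.532). Scaled on all reference genes 11 rose and 1 fell, on the well-detected ones 40 and 6, and on the positive controls 7 and 6. The counts were 28 and 17 without mouse 1, 8 and 9 without mouse 2 and 5 and 4 without mouse 3. Without si12A+C of mouse 2 they were 9 and 8, of mouse 3 7 and 8, and without siGLO of mouse 2 7 and 9 and of mouse 3 9 and 9.

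**Figure D3:**
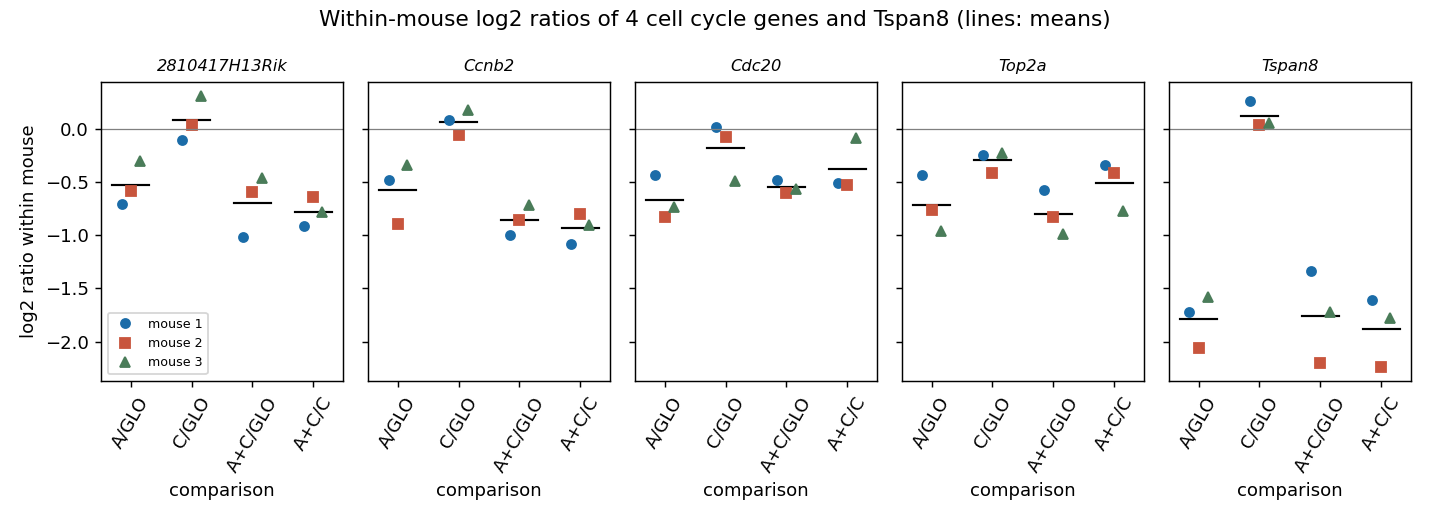
Log2 ratios within each mouse (symbols, with their mean as a line) of 4 cell cycle genes and Tspan8, for si12A (A), si12C (C) and si12A+C (A+C) against siGLO (GLO), and for si12A+C against si12C. With the Zc3h12a siRNA each of the 5 genes is below 0 in 3 of 3 mice in each comparison shown, and Tspan8 is above 0 with si12C alone.

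Calls overlapped between si12A and si12A+C. With the mouse as a block 6 genes rose and 10 fell in both, against 0.308 and 0.472 for independent lists of these sizes and 0 in simulations of unchanged groups that shared the control libraries. Unchanged groups give few calls, so that 0 says little, and the values for independent lists leave out the shared controls. Tnf was the only gene called in all 3 comparisons against siGLO. The fold changes of si12A and si12A+C correlated across genes at 0.663, with 0.522 in the simulation, and their covariance exceeded the simulated value by 0.0696. For si12A and si12C the correlation was 0.367 (0.506 simulated) and the excess covariance 0.00701, and for si12C and si12A+C 0.459 (0.496) and 0.00671. Genes are not independent replicates, and part of the excess may come from the 3 shared control libraries, which are too few to split.

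The addition of the Zc3h12c siRNA to the Zc3h12a siRNA called 0 genes with TMM scaling, in a comparison that bears on whether Regnase-3 adds to Regnase-1. Scaled on the positive controls 15 genes were higher and 0 lower, on all reference genes 1 and 0, and on the well-detected ones 0 and 0. Without mouse 1 the counts were 2 and 0, and the deposited log2 table gave 11 and 6 by limma-trend. In si12A+C against si12A, Il2 was at 0.72 ± 0.25, Nfkbiz at 0.60 ± 0.19, Il1b at 0.45 ± 0.18 and Tnf at 0.30 ± 0.15, with adjusted p of 0.272, 0.232, 0.321 and 0.425. Il6 was at 0.11 ± 0.12 and Il13 at 0.13 ± 0.10. At an unadjusted p under 0.05 edgeR counted 14 genes without the block and 70 with it, and DESeq2 with the block called 0 higher and 3 lower. As lists, chemokines (median 0.29, adjusted p = 0.00326), macrophage markers (0.33, 0.0155), known Regnase-1 targets (0.28, 0.0155) and the genes the study named (0.37, 0.00126) were higher, and early activation genes (-0.13, 0.00126) and mast cell genes (-0.10, 0.0155) lower. None passed with an estimated correlation (adjusted p = 0.418 to 0.582). Without the block only chemokines passed (adjusted p = 0.0172), and the other lists had adjusted p from 0.0556 to 0.128.

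The addition of the Zc3h12a siRNA to the Zc3h12c siRNA raised 6 genes and lowered 9. In si12A+C against si12C Nfkbiz rose by 0.77 ± 0.19 (adjusted p = 0.0406), Btg2 by 0.88 ± 0.20, Pdzk1ip1 by 0.83 ± 0.14, Stat5a by 0.67 ± 0.14 and Cnn2 by 0.65 ± 0.12. Tspan8 fell by 1.95 ± 0.18 (adjusted p = 4.97e-05), Serpinb2 by 1.17 ± 0.28, Ccnb2 by 0.93 ± 0.15, 2810417H13Rik by 0.77 ± 0.14, Tubb5 by 0.77 ± 0.15, the chemokine Ccl5 by 0.70 ± 0.17 and Top2a by 0.51 ± 0.13. Tnf at 0.24 ± 0.15, Il2 at 0.57 ± 0.25, Il1b at 0.19 ± 0.18, Il6 at 0.31 ± 0.12 and Il13 at 0.19 ± 0.10 did not pass. The cell cycle list was lower (median -0.58, 3 of 8 called, 5 adjusted over the list alone, adjusted p = 1.85e-05, and adjusted p = 0.123 with an estimated correlation), reference genes were lower (median -0.12, 1 of 20 called, adjusted p = 0.0274, and adjusted p = 0.543 with an estimated correlation), and the genes the study named higher (median 0.27, 1 of 6 called, adjusted p = 0.0106, and adjusted p = 0.543 with an estimated correlation). Scaled on the well-detected reference genes 31 rose and 4 fell, and on all of them 1 and 1. Without mouse 1, 15 rose and 12 fell, without mouse 2 4 and 9, and without mouse 3 2 and 2. Single libraries left out gave 5 and 3, 2 and 4, and 4 and 9 for si12A+C of mice 1, 2 and 3, and 1 and 2, 2 and 8, and 0 and 1 for si12C.

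The direct comparison of both single depletions called 12 genes higher and 12 lower in si12A than in si12C. Early activation genes were the largest group, with 7 of 25 higher (median 0.32, adjusted p = 0.000563, and adjusted p = 0.587 with an estimated correlation): Btg2 was higher by 1.01 ± 0.20, Maff by 0.97 ± 0.23, Nr4a2 by 0.75 ± 0.15 and Egr2 by 0.68 ± 0.17. Cnn2 and Rgl1 were higher by 0.74 ± 0.12 and 0.69 ± 0.18. Tspan8 (-1.95 ± 0.18), Ptprb (-1.42 ± 0.35), Ccl5 (-1.13 ± 0.18), the growth factor Csf2 (-0.80 ± 0.19), Ccnb2 (-0.64 ± 0.14), 2810417H13Rik (-0.62 ± 0.14) and the reference gene Eef1g (-0.51 ± 0.11) were lower. The cell cycle list was lower (median -0.56, 2 of 8 called, 4 adjusted over the list alone, adjusted p = 0.000629, and adjusted p = 0.261 with an estimated correlation). Tnf, Il2, Il1b, Nfkbiz, Il6 and Il13 lay between -0.26 and 0.20 and did not pass. Scaled on the positive controls 0 were higher and 52 lower, on the well-detected reference genes 69 and 3, and on all reference genes 0 and 3. Without mouse 1 the counts were 19 and 45, without mouse 2 2 and 8, and without mouse 3 2 and 2. Single libraries left out gave 7 and 10, 3 and 7, and 7 and 3 for si12A of mice 1, 2 and 3, and 2 and 7, 4 and 5, and 3 and 5 for si12C.

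The interaction, which asks whether the combined depletion departs from the sum of both single ones on the log2 scale, called 0 genes by edgeR with and without the block and by DESeq2 and limma-trend on the counts. On the deposited log2 table, from which mouse means had been removed before the fit, limma-trend called 11 higher and 8 lower. At an unadjusted p under 0.05, 8 genes were counted without the block and 40 with it. Tnf was at -0.49 ± 0.21 (adjusted p = 0.543), Il2 at -0.31 ± 0.36, Il1b at -0.16 ± 0.25, Nfkbiz at 0.15 ± 0.27, Il13 at 0.18 ± 0.14 and Il6 at 0.05 ± 0.17. None of these passed. Tnf and Il2 were below 0, which is less than the sum, in 3 of 3 mice.

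The remaining lists did not pass in the comparisons against siGLO, except cytokines and growth factors in si12C, given above. In si12A against siGLO the medians were 0.04 for cytokines and growth factors, -0.11 for chemokines, 0.11 for mast cell genes, 0.06 for survival and apoptosis, 0.16 for interferon response, -0.16 for MHC genes, 0.05 for lipid metabolism, -0.07 for neutrophil markers and -0.11 for reference genes, with adjusted p of at least 0.267. Apart from that list, the smallest adjusted p was 0.178 in si12C, for chemokines, and 0.0674 in si12A+C, for reference genes. The median, mean and tested direction differed in sign for survival genes and lipid metabolism in si12A, for early activation genes, neutrophil markers and reference genes in si12C, and for interferon response and neutrophil markers in si12A+C. Eosinophil, dendritic cell and lymphocyte markers had 2, 1 and 2 tested members, and no test. Their medians were -0.11, -0.17 and -0.35 in si12A, -0.09, 0.16 and -0.16 in si12C, and -0.02, 0.26 and -0.33 in si12A+C.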

Values the study reported

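The study measured 734 immune transcripts and reported 325 of them as expressed by mast cells. With depletion of Regnase-3 alone it reported 9 genes as up-regulated, at a log2 fold change above 0.5 and P ≤ 0.05.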

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

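The tests chosen only after their result was seen are the sign of Tspan8 in si12A+C against si12C and the cell cycle list in the same comparison. The fit with the mouse as a block was planned, while its scaling on the well-detected reference genes, its thinning, its background subtraction and its regroupings were added later.

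The effect of the Zc3h12c siRNA differed with and without the Zc3h12a siRNA for 2 lists, tested as the interaction with the mouse as a block. Early activation genes were lower in the interaction (median -0.13, camera adjusted p = 0.0160, and adjusted p = 0.846 with an estimated correlation), and macrophage and monocyte markers higher (median 0.40, adjusted p = 0.00728, and adjusted p = 0.576 with an estimated correlation). Without the block the first did not pass (adjusted p = 0.211) and the second did (adjusted p = 0.0208). For 4 of 53 named genes the siRNA moved all 3 mice one way alone and all 3 the other way on top of si12A (Abcc8, Crabp2, Fasn and Gata2). Of these, Abcc8, Crabp2 and Fasn were named because they were called lower in si12A than in siGLO, which by itself favours this pattern, so their number is no evidence of an interaction. The interaction was 1.24 ± 0.47 for Abcc8, 0.54 ± 0.17 for Crabp2, 0.35 ± 0.16 for Fasn and -0.19 ± 0.17 for Gata2, and none passed (adjusted p = 0.543, 0.543, 0.620 and 0.765).

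Tspan8 fell in both groups that received the Zc3h12a siRNA. With each library's background subtracted the smaller of both falls was -2.27 on the log2 scale, but subtraction enlarges a fall by construction, so an effect of counts near background stays open. A difference in depth is argued against as the whole cause, since after thinning to the lowest total the smaller fall was -1.78. The fall was seen against si12C as well (-1.95), which loss of Regnase-1 and an off-target effect of the siRNA both predict, so these cannot be told apart with 1 siRNA reagent. Loss of Regnase-1 stays a candidate explanation, as a hypothesis.

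The cell cycle list fell in si12A and si12A+C. The TMM scaling is argued against, since scaled on the well-detected reference genes the smaller median was -0.42, with upper quartiles of -0.32 in both comparisons. Depth is argued against by the thinned counts, with a larger adjusted p of 0.000221, and control libraries that stand apart by the fall in si12A+C against si12C, which uses none of them (adjusted p = 1.85e-05). All of these camera p-values rest on the preset correlation between genes, and none of the 26 list calls of the blocked fit held with an estimated one. Fry passed the list in si12A and si12A+C against siGLO (adjusted p = 0.00196 and 0.00194). It does not set the list against the other genes, so it answers another question. A lower share of dividing cells after loss of Regnase-1 is a candidate explanation that was not tested in these libraries. The off-target effect raised for Tspan8 stays open here too. In BMMCs without acute stimulation, the paper reported less BrdU incorporation and fewer cells in S phase after Regnase-1 siRNA. It also reported lower proliferation after deletion of Zc3h12a by gene editing or Cre. In its RNA sequencing of resting cells without Regnase-1, however, cell cycle terms came with the up-regulated genes, opposite to the fall here.

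Scaling on all 20 reference genes shifted the median log2 fold change of all genes in si12A+C against si12A to 0.25. Reference probes near background may account for this shift, since on the 14 well-detected reference genes the median was -0.00526. The same scaling moved the median to 0.21 in both si12A and si12A+C against siGLO, where TMM gave 0.01 in both. Ppia and Tubb5 among its genes were themselves called lower with TMM scaling. These values show that both scalings disagree, and neither was shown to be a neutral standard. No biological explanation was tested.

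Other splits of the samples bear on each count of calls. Without the block, each of the 10 splits of the 6 samples gave as many genes as the real 0 in each comparison of 2 groups, the highest other being 0, and 10 splits are too few for a share under 0.05. With the block, 4 splits by swaps within mice are also too few. Real counts of genes were 27, 2, 30, 15 and 24 for si12A, si12C and si12A+C against siGLO, si12A+C against si12C and si12A against si12C, in each case in 1 of 4 with a highest other of 0, and for si12A+C against si12A 0 in 4 of 4. List calls fared otherwise. For si12A against siGLO 2 of 4 splits gave as many as the real 6 lists, the highest other being 7, and for si12A against si12C 3 of 4 gave as many as the real 2, the highest other being 3. For si12C and si12A+C against siGLO, si12A+C against si12A and si12A+C against si12C, 1 of 4 gave as many as the real 3, 4, 6 and 3, with highest others of 0, 2, 2 and 0. For the interaction 100 of 100 regroupings gave as many as the real 0, an outcome that a real count of 0 fixes, here and wherever the real count above is 0. The highest others were 151 without the block and 43 with it. Between mice 286 of 496 genes differed, and whether the regroupings without the block follow the mice was not tested. Those with the block moved labels only within mice, so the 43 cannot come from the mouse differences that the block removes. Such regroupings can set the real groups against each other, and whether this gave the 43 was not tested. Over the 4 groups together, with labels moved within mice, 1 of 100 distinct regroupings gave as many as the real 39 genes, the highest other being 19. That 1 is the real grouping itself, so the share is the lowest that 100 regroupings can give. This argues against chance for that count but does not exclude it, and it does not say which comparison carries the count. The rule to count each distinct grouping once was set after a first draw had held the real grouping under other group names.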

How the results depend on the processing

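The values here that were chosen after seeing the data are the blocked fit under each other setting and the scaling on well-detected reference genes. Pairs of counts are genes higher and lower, in the order si12A, si12C and si12A+C against siGLO, si12A+C against si12A, si12A+C against si12C, si12A against si12C, and the interaction.

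Without a block, edgeR gave 0 throughout, also with either reference scaling, positive control scaling, limma-trend, both filters, background subtraction, no fold minimum and only the 6 samples compared. The replicate block gave 9 and 18, 2 and 0, 17 and 13, 0 and 0, 6 and 9, 12 and 12, and 0 and 0, and shared calls of 6 higher and 10 lower between si12A and si12A+C, 1 higher between si12A and si12C and 1 higher between si12C and si12A+C, where the fit without it had 0. It adds a term for the mouse, whose differences otherwise enter the spread. It added 7 list calls and ended 0. DESeq2 gave 0 higher, and 1, 0, 3, 0, 1, 1 and 0 lower. Unadjusted p gave 7 and 28, 1 and 1, 11 and 15, 11 and 3, 4 and 10, 8 and 18, and 7 and 1. The deposited log2 table with limma-trend gave 18 and 22, 10 and 2, 25 and 15, 11 and 6, 19 and 10, 20 and 22, and 11 and 8 of the probes it lists. Mouse means had been removed from it before the fit, which counts them as no lost degrees of freedom. Leaving out a mouse or library gave 0 to 1 higher in si12A+C against siGLO and 0 to 1 lower in si12A against si12C, and 0 otherwise.

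With the block, unadjusted p gave 22 and 54, 11 and 3, 26 and 26, 27 and 7, 20 and 16, 18 and 38, and 21 and 9. Reference gene scaling gave 0 and 1, 1 and 0, 11 and 1, 1 and 0, 1 and 1, 0 and 3, and 0 and 0. The well-detected reference genes gave 62 and 7, 0 and 0, 40 and 6, 0 and 0, 31 and 4, 69 and 3, and 0 and 0. Positive control scaling gave 0 and 95, 1 and 0, 7 and 6, 15 and 0, 1 and 1, 0 and 52, and 0 and 0. These scalings moved the median of all genes in si12A against siGLO to -0.09, 0.21 and -0.38, where TMM gave 0.01. DESeq2 gave 16 higher in si12A against siGLO and 3 lower in si12A+C against si12A, no filter 15 higher in si12A against siGLO, and a mean count of at least 50 gave 10 higher in si12A+C against si12C and 20 lower in si12A against si12C, and the cause was not tested. Background subtraction, limma-trend and no fold minimum kept each count within 1.5 times. The gene list tests were run with edgeR's fits only. Of the 45 list calls of both fits, leaving out mouse 1, 2 or 3 ended 6, 19 and 3, and it added 3, 6 and 5. Leaving out a mouse or library gave 1 to 32 and 1 to 39 for si12A, 0 to 5 and 0 for si12C, 5 to 28 and 4 to 17 for si12A+C against siGLO, 0 to 2 and 0, 0 to 15 and 1 to 12, 2 to 19 and 2 to 45, and 0 to 1 and 0 to 1. The highest values came without mouse 1. Where a group keeps 2 libraries, the spread is pooled over the groups.

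Of 72 named gene calls with the block, 68 were kept with background subtraction, 67 with limma-trend, 59 with DESeq2, 62 with no filter, 53 on the well-detected reference genes, 35 on the positive controls, 16 on all reference genes, 62, 34 and 14 without mouse 1, 2 and 3, and 0 without the block. None of them changed sign. Tspan8 stayed between -2.36 and -1.62 in si12A and between -2.27 and -1.56 in si12A+C over 21 settings. Detected endogenous probes were 425 at the mean plus 3 SD, 470 at a raw count above 20 and 308 at the mean plus 2 SD in all 12 samples. The depth limits genes within the background range, whose folds are understated without background subtraction.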

Other observations

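The tests between mice, and the count at an unadjusted p with the block, were chosen after the data were seen. The tests between mice were run with TMM scaling only. Cells of mouse 2 stood apart from those of mice 1 and 3 in each group: with the group as a term, 115 genes were higher and 93 lower in mouse 2 than in the mean of both others, while mouse 3 differed from mouse 1 in 12 and 14. Of 27 cytokines and growth factors, 15 were higher in mouse 2 and 2 lower. Il3 was higher by 2.24 ± 0.11 on the log2 scale, Csf2 by 1.98 ± 0.14, Osm by 1.96 ± 0.08, Lif by 1.63 ± 0.11, Il4 by 1.61 ± 0.09 and Tnf by 1.56 ± 0.11. Lta was also called higher, from means of 10.9 and 12.7 scaled counts in mice 1 and 3 that lay under the background range. Dusp2, an early activation gene, was higher by 3.19 ± 0.19, and of its list 10 of 25 genes were higher and 3 lower. Markers of other cells moved too, with 4 of 7 macrophage and monocyte markers higher and 0 lower (median 0.72). Of cell cycle genes 5 of 8 were higher, and of mast cell identity and granule genes 2 of 20 were higher and 6 lower. Lower in that mouse were Tgm2 (-2.83 ± 0.13), Tnfaip3, a brake on NF-kB (-2.27 ± 0.10), and the receptor Tlr4 (-2.10 ± 0.13). Tnfsf10, a cytokine of the TNF family, and Apoe were also called lower, with means of 24.9 and 12.3 scaled counts in mouse 2, within and under the background range. The libraries of mouse 2 also had 354 to 390 endogenous probes above background, against 407 to 468 in the others. Their TMM factors were 0.819 to 0.946, against 1.03 to 1.12, and a technical difference between these libraries was not tested. The labels give no date or batch for the mice. The count headers hold a further number per replicate, whose meaning they do not state.

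At the study's thresholds with an unadjusted p, 1 gene was higher with depletion of Regnase-3 in the fit without the block, 11 with the block, and 10 in the deposited log2 table by limma-trend. The first is lower than the count quoted from the study above.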
